A study of Mus musculus with 28 samples. Its data were reported in "ViBrism DB: an interactive search and viewer platform for 2D/3D anatomical images of gene expression and co-expression networks" (2018).

How the data were processed

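Gene expression was measured along the body axes of whole mouse brains by Transcriptome Tomography, in which a frozen brain is sectioned along 1 axis and consecutive sections are pooled into fractions. Brains of 3 male C57BL/6J mice aged 3 weeks were used, 1 brain per sectioning plane. Per the labels, a fraction holds 100 sections of 5 micron, a width of 500 micron, while the study states another thickness for this age, so positions are given as fraction numbers and no distance is computed from them. The label of the last coronal fraction also names a following fraction pooled with it, so coronal fraction 12 may be wider than the others. The coronal series had 12 fractions, the horizontal series 6 and the sagittal series 10. Each fraction was hybridised to 1 array, so the design holds no replicate of a position, and mouse and plane are the same thing in it.

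Total RNA of each fraction was labelled with Cy3 by linear amplification and hybridised to 1-colour Agilent arrays. Per the file headers, the deposited intensity values were extracted by Feature Extraction 10.5.1.1, which subtracts the background of each spot. Each deposited array file held 62976 spots, of which 59305 were not controls, for 55681 different probes. Flags set by Feature Extraction mark a spot as well above background, as an outlier or as saturated. The authors also deposited log2 values of 44721 probes. Set against the arrays, these log2 values equalled log2 of the processed signal minus the 75th percentile of the array, apart from an offset per array of 0.000576 to 0.00758, and the largest deviation from that offset was 2.4e-06.

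Here, spots with an outlier flag were left out (108 to 176 per array), the spots of a probe were averaged, log2 of the processed signal was taken, and the 75th percentile of each array was subtracted. A probe counted as well above background on an array when at least 0.5 of its spots carried that flag. Of the 55681 probes, 130 had lost every spot on some array and were left out. By the study's definition of detection, the remaining probes well above background in at least 1 fraction of each series were tested, 32364 in all. Probe names were matched to the symbols of a RefSeq table of assembly GRCm38.p6, used for names only, and 27229 of the 55681 probes (48.9%) were named, for 20656 symbols. The other probes keep the name in the array files. Where a gene had several probes, the one with the highest mean level over the 28 arrays was used for the transcripts taken from the study, for the sex check and for the marker lists.

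Signal over background limits what an array can show. The 75th percentile of the processed signal lay between 135 (sagittal fraction 1) and 574, and between 24822 and 34240 probes were well above background. Over those of the 399 probes with at least 5 spots that were well above background, the median SD of repeated spots on 1 array was 0.056 to 0.086 log2. No spot was saturated. With 1 array per position, the number of arrays limits the precision. Where a transcript was not well above background in its lowest fraction, a fold is given as a lower bound, against the higher of its own level and the lowest signal of any probe well above background on that array.

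Position trends were tested in each series with limma, as the F-test of a natural cubic spline of the fraction number with 3 degrees of freedom (coronal and sagittal) or 2 (horizontal). The residual around this curve is the only error the design gives, and it also holds sharp anatomy. The 2 sides of the sagittal series were compared by an exact one-sided test over all pairings of its 10 fractions, and by limma with the mirror pair as a block. Both take the midline to lie between fractions 5 and 6. The series were compared by limma over all 28 fractions. This treats fractions of 1 mouse as units, so its p-values describe these 3 brains with their planes and slides and do not carry over to other mice. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. Co-expression was measured by Pearson's r and Spearman's rho over fractions, with permutation p-values (two-sided, 100000 resamples, every order where a series had 6 fractions), adjusted over 4 pairs. Neighbouring fractions are not independent, so these p-values are lower limits. A partner is another probe with r over 0.85. The mean profiles of 14 marker lists were set against 10000 random lists of probes of like mean level.

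The text names the transcripts that the study singled out, the 3 symbols with the largest fitted range in each series among probes past the threshold and well above background in all its fractions, the 3 symbols with the largest difference in each series contrast by the same filter, Xist and Ddx3y, and the genes of the marker lists. This rule, the marker lists, the tests and most alternatives were fixed before the data were examined.

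Alternatives were the array median in place of the 75th percentile, quantile normalization, normexp background correction with an offset of 50 on the median foreground and background (the mean foreground was not used here), the authors' deposited values, no filter or a stricter filter on dim probes, other spline degrees of freedom, the slide as a term, the fraction number as a block, and leaving out each fraction. Alternatives chosen after seeing the data were leaving out each fraction for the partner count and each mirror pair for the mirror test, the sagittal split that follows the slides, the fractions of 1 slide alone, and co-expression over the fractions in which both transcripts were well above background. Arrays lay on 4 slides. The first held coronal fractions 1 and 2 and the horizontal series, the next held coronal fractions 3 to 10, another held coronal fractions 11 and 12 and sagittal fractions 5 to 10, and the last, scanned on another day, held sagittal fractions 1 to 4.

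The tests were tested on simulated data. With 200 of 32364 probes changed by 2, 4 or 8 log2 units, the coronal trend test recovered 51.5%, 84.5% and 97.5% of them, the horizontal one 0%, 67% and 92.5%, and the sagittal one 11.5%, 77% and 96.5%. The test of the first against the second 5 sagittal fractions recovered 68%, 94% and 99%, and the series test 94%, 99.5% and 100%. False calls numbered 0 to 11 per run. The sizes 4 and 8 were added after the horizontal test had recovered nothing at 2. The mirror test passed 0.05 in 100 of 100 sets with a shared profile and in 9 of 100 without one, and the co-expression test in 100 and 6. The partner count found 200 of 200 probes given a shared profile among 2000, with 0 false ones. All simulated noise was independent between probes and between arrays. Neighbouring fractions of the data are not independent, so these rates of recovery and of false calls may not hold in the data. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.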

Results

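The data comprised 28 arrays of 3-week mouse brain, 12 from coronal, 6 from horizontal and 10 from sagittal fractions, with 1 mouse per plane and 1 array per fraction. No value below has a replicate of its position. Xist, transcribed in female cells, was well above background on 0 of the 28 arrays, and the Y-linked gene Ddx3y on all 28, which matches the sex given for the mice. Of 55681 probes, 32426 were well above background in at least 1 fraction of each series. It was 21524 when every one of the 28 fractions was required, and 47641 with the flag for signal significantly above background in place of the one for well above it. In any series, 44727 probes were detected. The share detected in every series was 76.1% of 26536 RefSeq coding probes, 48.5% of 1216 RefSeq non-coding probes and 36.2% of 16194 probes named by a genomic interval.

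**Figure D1:**
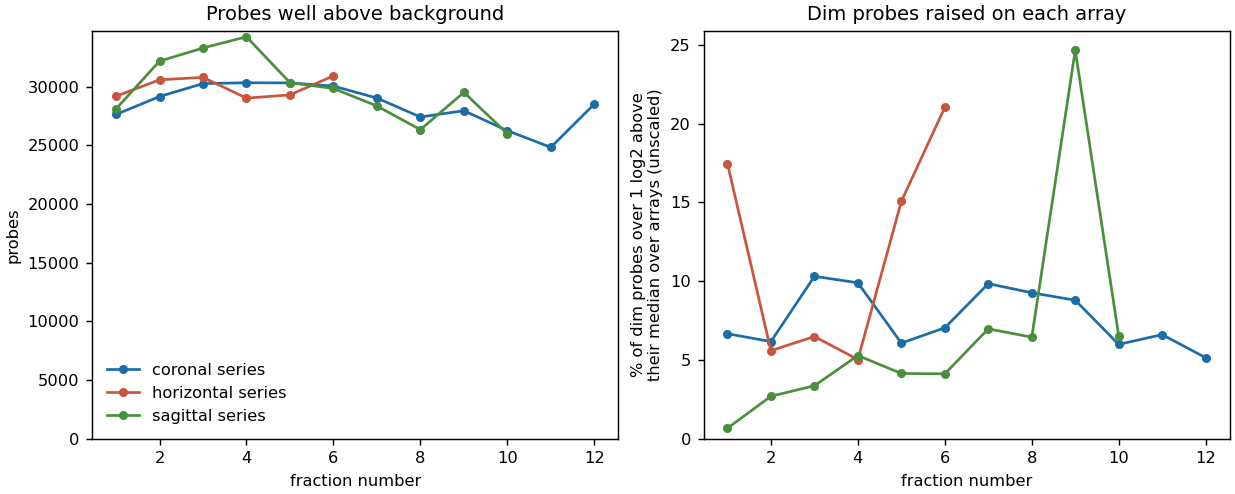
Number of probes well above background (left) and percent of dim probes more than 1 log2 above their own median over arrays, without scaling (right), against fraction number, with 1 point per array and 1 line per series. Sagittal fraction 9 had the highest percent of raised dim probes (24.7%), followed by horizontal fraction 6 (21%), horizontal fraction 1 (17.5%) and horizontal fraction 5 (15.1%).

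Marker lists were examined to learn where known regional genes lie along each axis. Of the 42 profiles (14 lists in 3 series), 35 varied more within the series than 95% of random lists of like level did. In the coronal series the hindbrain list was highest in fraction 1 (4.94 log2 above its series mean), the cerebellum list in fraction 3 (4.53), the hippocampus list in fraction 6 (2.13), the hypothalamus list in fraction 7 (4.66), the striatum list in fraction 8 (2.46) and the olfactory bulb list in fraction 12 (5.73). In the horizontal series the cerebral cortex list was highest in fraction 1 (1.31) and the hypothalamus list in fraction 6 (4.52). In the sagittal series the hypothalamus and midbrain lists were highest in fraction 5 (2.68 and 3.05) and the olfactory bulb list in fraction 6 (1.76). Over the alternatives the count lay between 33 and 35, and normexp moved it most, to 33. The array median in place of the 75th percentile moved the highest fraction of 7 profiles, among them the cerebral cortex list in the horizontal series, from fraction 1 to 2.

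**Figure D2:**
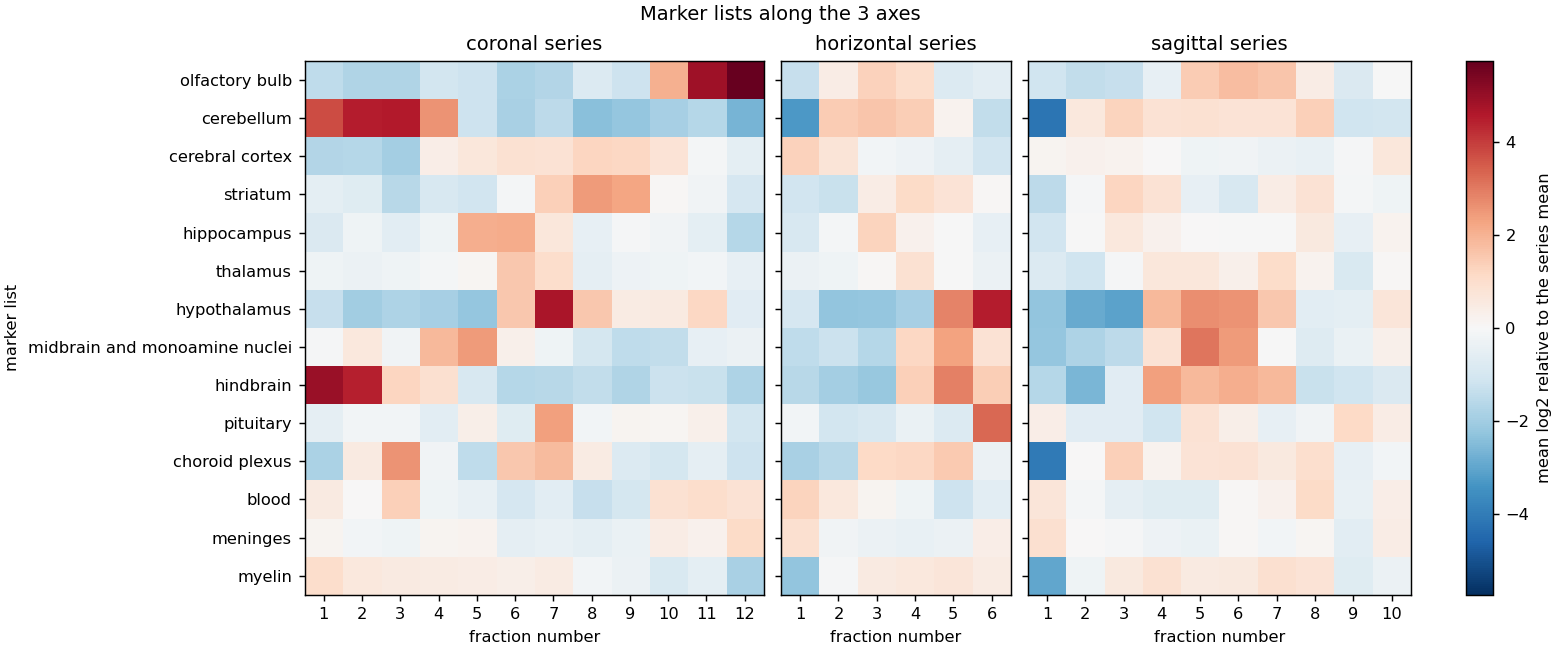
Mean log2 level of each marker list relative to its series mean (colour) by fraction number (columns), with 1 panel per series and 1 line of cells per list. The olfactory bulb list peaks in coronal fraction 12 at 5.73 log2, and the cerebellum and choroid plexus lists are lowest in sagittal fraction 1, at -4.20 and -4.06.

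To ask which transcripts vary along an axis, each series was tested for a position trend by limma. In the coronal series 10913 of 32364 probes (33.7%) had a trend, with a median fitted range of 1.46 log2. With the slide as an added term this count was 241, and among fractions 3 to 10, which shared 1 slide, it was 4164, of which 3066 were among the 10913. Of the 10913 probes, 28.0% had their highest fitted value in fraction 12, 27.5% in fraction 1 and 16.2% in fraction 8. The largest fitted ranges among named symbols belonged to S100a5 (11.04 log2, adjusted p 0.00046, highest in fraction 12), Omp (10.56, adjusted p 0.000727, highest in fraction 12) and Pcp2 (9.87, adjusted p 0.00136, highest in fraction 1). None of these 3 passed the threshold with the slide term, with adjusted p of 0.314, 0.479 and 0.0887. Coronal fractions 1 and 2, 3 to 10, and 11 and 12 lay on different slides. The slide term thus also takes up the ends of the axis, and the lost calls do not tell slide from position.

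In the horizontal series 5116 probes (15.8%) had a trend, with a median fitted range of 2.10 log2, and 50.4% of them were highest in fraction 6. Without fraction 3 or without fraction 4, limma called 0 probes, with 10052 and 7679 at an unadjusted p under 0.05. The largest fitted ranges belonged to Oxt (8.37 log2, adjusted p 0.0436), Tssk5 (7.62, adjusted p 0.0199) and Gm20877 (6.71, adjusted p 0.0234), each highest in fraction 6. Without fraction 3 their adjusted p was 0.11, 0.0686 and 0.0857. Of the 2580 trend probes highest in horizontal fraction 6, 84.2% were also raised by over 1 log2 in sagittal fraction 9 relative to its neighbours, against 32.5% of tested probes of the same level. Tssk5 had 4.52 log2 in horizontal fraction 6 and 6.03 in sagittal fraction 9, and between -4.06 and -1.92 in the other sagittal fractions. It was also raised in horizontal fractions 1 (2.29) and 5 (0.77), against -2.72 to -2.09 in fractions 2 to 4. Gm20877 had 2.15 in horizontal fraction 6 and 2.99 in sagittal fraction 9, with 1.08 and -0.02 in horizontal fractions 1 and 5 and -4.06 to -3.24 in fractions 2 to 4. Oxt had 5.04 in horizontal fraction 6 and 0.35 in sagittal fraction 9.

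In the sagittal series 4769 probes (14.7%) had a trend, with a median fitted range of 2.02 log2, and 59.8% of them were highest in fraction 1, the array with the lowest 75th percentile of signal. Without fraction 1, limma called 0 probes, with 5955 at an unadjusted p under 0.05. The largest fitted ranges belonged to Rnase10 (6.56 log2, adjusted p 0.0409, highest in fraction 1), Arhgap36 (5.41, adjusted p 0.0115, highest in fraction 5) and Scn4b (5.40, adjusted p 0.0352, highest in fraction 5). Without fraction 1 none of them passed the threshold, with adjusted p of 0.123, 0.107 and 0.646. A trend in all 3 series was called for 540 probes, and in at least 1 series for 16219.

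**Figure D3:**
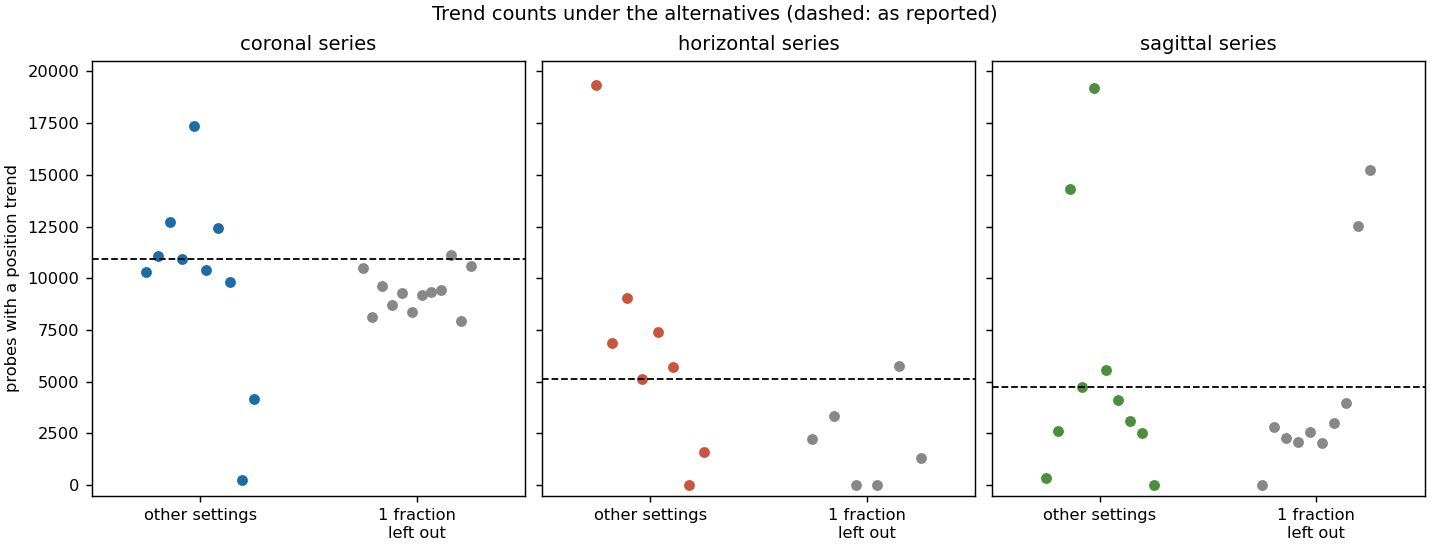
Number of probes with a position trend (vertical axis, probes) in each series under other settings (coloured points) and with 1 fraction left out (grey points), with the value as reported as a dashed line. With 1 fraction left out, the coronal count lay between 7936 and 11146, the horizontal count between 0 and 5754 and the sagittal count between 0 and 15246.

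Sagittal fractions at the same distance from the midline hold the same structures of both sides, and are the nearest thing to replicates in this design. The mirror pairs assume a midline between fractions 5 and 6, which was not tested. If it lies elsewhere, the fractions of a pair are not at the same distance from it. The mean correlation across probes of the 5 mirror pairs was 0.242 (exact one-sided p 0.0222 over all pairings of the 10 fractions). Genes are not independent replicates, and the correlations of the pairs were uneven, with 0.625 for fractions 5 and 6, 0.399 for 4 and 7, 0.321 for 1 and 10, -0.0293 for 2 and 9 and -0.108 for 3 and 8. Fractions 5 and 6 are also neighbours, and without them the mean was 0.146 (exact one-sided p 0.0857). Without the filter on dim probes it was -0.0158 (exact one-sided p 0.324). The same measure was 0.178 in the horizontal series (exact one-sided p 0.133, where its 15 pairings allow no p under 0.0667) and -0.057 in the coronal series (exact one-sided p 0.402). Between the first and the second 5 sagittal fractions, limma with the mirror pair as a block called 0 of 32364 probes, with 1409 at an unadjusted p under 0.05. The array median in place of the 75th percentile gave 396, of which 358 were higher in fractions 6 to 10, while the median difference over all tested probes under that scaling was -0.41 log2 (-0.06 with the 75th percentile).

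The 3 series, each a whole brain of 1 mouse, were compared over all fractions. The limma F-test called 527 probes, and 4935 had an unadjusted p under 0.05. With the slide as a block 1935 probes were called, of which 62 were among the 527. That block sets the horizontal series against coronal fractions 1 and 2 only. It sets sagittal fractions 5 to 10 against coronal fractions 11 and 12 only. Anatomy at the ends of the coronal axis can thus enter its counts, and it is not a plain correction for the slide. In pairwise contrasts, each adjusted on its own, 1119 probes differed between the horizontal and coronal series (627 higher in the horizontal), 45 between the sagittal and coronal series (36 lower in the sagittal) and 5 between the sagittal and horizontal series (4 lower in the sagittal). With the array median the horizontal and coronal series differed at 2560 probes, of which 735 were higher in the horizontal series. That scaling moves the median difference over all tested probes from 0.02 to -0.39 log2, so the change in the direction of the majority is built into it.

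The largest differences of horizontal minus coronal were 3.10 for H2-Q4 (SE 0.70, adjusted p 0.0176), 2.45 for Tpsb2 (SE 0.69, adjusted p 0.0429) and -2.36 for Olfr1466 (SE 0.44, adjusted p 0.00697), in log2. None of them passed the threshold with the slide as a block, with adjusted p of 0.172, 0.225 and 0.172. There only coronal fractions 1 and 2 stand for the coronal series. For sagittal minus coronal they were -1.45 for Tox4 (SE 0.23, adjusted p 0.00281), -1.16 for Klf15 (SE 0.16, adjusted p 0.000663) and -1.02 for Hif3a (SE 0.13, adjusted p 0.000174). All 10 sagittal values of Hif3a (-1.44 to -0.33) lay below all 12 coronal ones (-0.07 to 0.86). With the array median its adjusted p was 0.0624. For sagittal minus horizontal they were -2.45 for Alas2 (SE 0.41, adjusted p 0.027), -2.27 for Hbb-b2 (SE 0.41, adjusted p 0.0386) and -1.24 for Tent5c (SE 0.21, adjusted p 0.027). With the array median their adjusted p was 0.173, 0.173 and 0.349, and with the fraction number as a block 0.0597, 0.0832 and 0.124. Without the filter on dim probes none of these 3 passed either, with adjusted p of 0.0579, 0.0721 and 0.0721, and with the slide as a block Alas2 and Hbb-b2 did not, with 0.0773 and 0.0914. The direction of these 9 differences was the same in every alternative run.

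The study singled out the non-coding transcript AI606473 as sharing its expression with Lhx8 and Isl1. Over the 28 fractions r was 0.972 between AI606473 and Lhx8 (rho 0.969), 0.908 between AI606473 and Isl1 (rho 0.893) and 0.935 between Lhx8 and Isl1 (rho 0.935). The permutation p of each r and rho, raw and adjusted over the 4 pairs computed, was 1e-05, the smallest they can give. AI606473 was well above background in 13 of 28 fractions, Lhx8 in 17 and Isl1 in 15, so the order of many values is not measured. Over the fractions in which both were well above background, a subset chosen after the levels were seen, r was 0.967 between AI606473 and Lhx8 in 13 fractions (permutation p 1e-05, the smallest they can give), 0.789 between AI606473 and Isl1 in 12 fractions (permutation p 0.00242) and 0.901 between Lhx8 and Isl1 in 15 fractions (permutation p 2e-05). Within the coronal, horizontal and sagittal series r between AI606473 and Lhx8 was 0.978 (permutation p 1e-05), 0.951 (exact permutation p 0.0139) and 0.986 (permutation p 3e-05). Without the 2 fractions farthest from the median of AI606473, r was 0.966 with Lhx8 and 0.886 with Isl1. AI606473 was highest in coronal fraction 8, at least 24.97-fold above its lowest fraction, and Lhx8 was highest there too, at least 71.7-fold above its lowest. At r over 0.85 AI606473 had 4 partners, of which Lhx8 ranked the first and Isl1 the second.

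**Figure D4:**
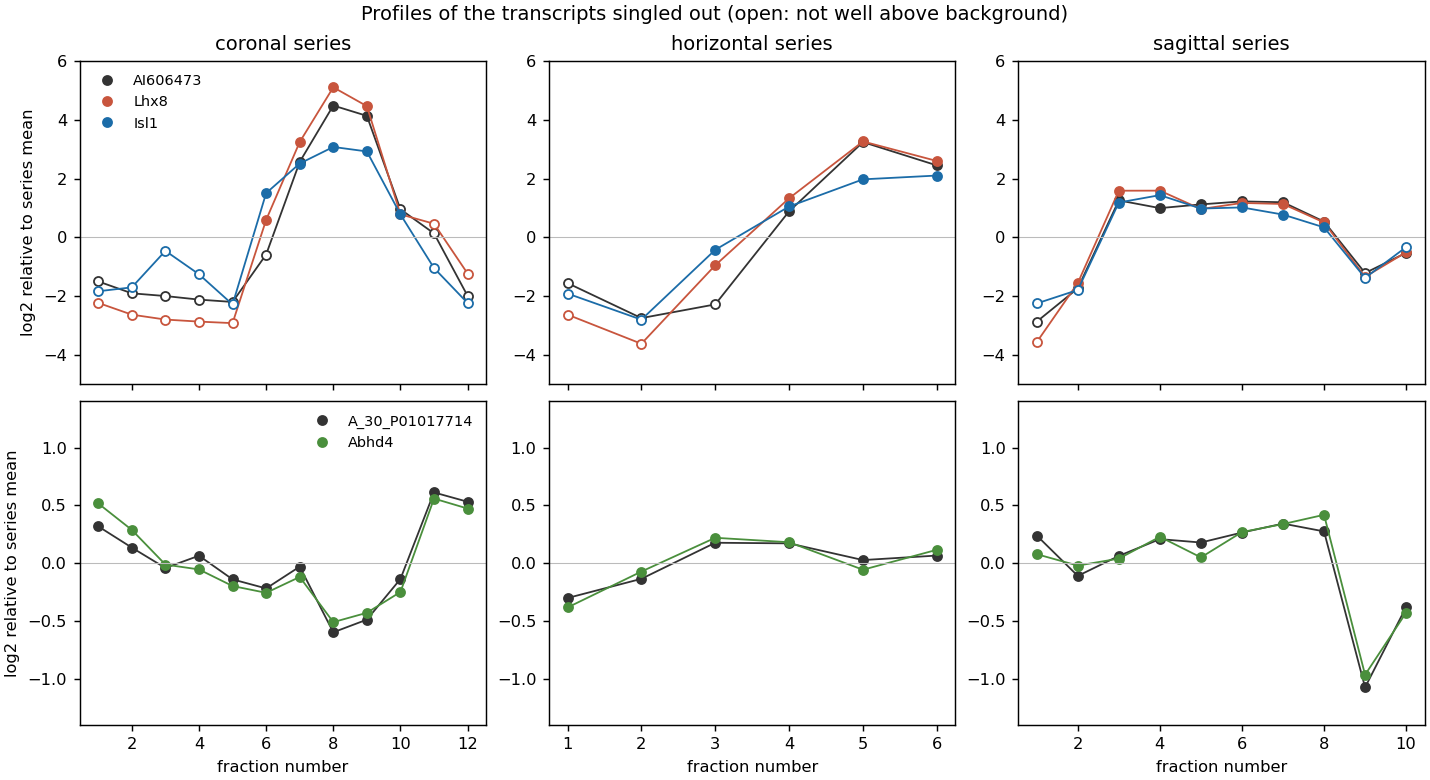
Log2 level relative to the series mean (vertical axis) against fraction number for AI606473, Lhx8 and Isl1 (top) and A_30_P01017714 and Abhd4 (bottom), with 1 column of panels per series and open points where a transcript was not well above background. AI606473 and Lhx8 both peak in coronal fraction 8, and A_30_P01017714 and Abhd4 are both lowest in sagittal fraction 9.

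The study also set the long non-coding RNA probed by A_30_P01017714, at chromosome 8 from 72671462 to 72672533 on the forward strand of mm9, beside Abhd4. What the annotation of that build holds at the interval was not analysed here. Over the 28 fractions r was 0.895 (rho 0.794; both with permutation p 1e-05, the smallest they can give). Both transcripts were well above background on all 28 arrays. Quantile normalization moved r most, to 0.691 (permutation p 1e-05), and the array median brought it to 0.966 (permutation p 1e-05). Each p is the smallest they can give. Without the 2 fractions farthest from the median r was 0.804. Within the coronal, horizontal and sagittal series r was 0.96 (permutation p 1e-05), 0.963 (exact permutation p 0.00139) and 0.975 (permutation p 1e-05), and after quantile normalization 0.74, 0.84 and 0.75. The SD over fractions of the difference between the 2 probes was 0.172 log2, at percentile 24.0 of pairs of probes of 1 gene. The level of A_30_P01017714 spanned 2.32-fold in the coronal series, 1.39-fold in the horizontal and 2.67-fold in the sagittal, and was highest in fractions 11, 3 and 7. Its lowest sagittal value was in fraction 9, the array with the highest share of raised dim probes. At r over 0.85 the probe had 60 partners, among which Abhd4 ranked 9.

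Foxp2 and Sox14 were also named by the study, which showed them in brains older than 3 weeks, measured on another array design. The values below are thus no check of what it showed. Foxp2 was well above background in 20 of 28 fractions and had a trend in the coronal series (fitted range 2.45 log2, adjusted p 0.0201) and the sagittal series (2.73, adjusted p 0.00952), and not in the horizontal series (0.86, adjusted p 0.156). The coronal call was lost with the slide as an added term (adjusted p 0.444), a term that also takes up position. It was lost too without fraction 1 (adjusted p 0.0964) and over fractions 3 to 10 alone (0.14). The sagittal call was lost with the array median (adjusted p 0.072), quantile normalization (0.0721), normexp (0.701) and 1 spline degree of freedom fewer (0.0727), without fraction 1 (0.116) and over fractions 5 to 10 alone (0.572). With the array median the horizontal trend passed the threshold (adjusted p 0.0292). Sox14 was well above background in 4 fractions and in 0 of the 6 horizontal ones, so it was not tested. Over all tested probes, 24226 of 32364 (74.9%) had at least 1 partner at r over 0.85. After shuffling the fractions within each series, 884 to 896 probes had one. Without the filter on dim probes the count was 43263.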

Values the study reported

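The study listed 44 721 transcripts detected at the 3-week stage. It used a default threshold of 0.85 on Pearson's r for similar expression, and gave AI606473 between 1 and 4 similarly expressed genes over the post-natal stages at which it was detected. It gave the thickness of a fraction at this stage as 1000 μm.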

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

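The tests in this part were chosen after the results were seen, except the marker lists and the gap measure, which were fixed beforehand. A value was taken as far from its series when its gap to the nearest other fraction, divided by the range, exceeded Dixon's 95% value. This was asked of 54 sets of fractions, in which chance would give 2.7 such values, and 8 were found.

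In the horizontal series the pituitary list was far above in fraction 6 (gap over range 0.802, level 3.31 log2 relative to the series mean against -0.18 for the nearest), the thalamus list far above in fraction 4 (0.674) and the myelin list far below in fraction 1 (0.745). An array-wide shift in level could give such values, and quantile normalization removes it. After it the gap over range was 0.813 for the pituitary list and 0.692 for the myelin list, still past Dixon's value, which argues against that shift as the whole cause. For the thalamus list it was 0.603, just short of that value, so the shift and the anatomy cannot be told apart there. The position of the fraction along the axis, which the design names, stays open for all 3 as untested. For the pituitary list so does the signal in dim probes that sagittal fraction 9 carries and horizontal fraction 6 shares (r 0.754 across dim probes). The 3 genes of the list that were detected are dim (mean levels of -5.35 for Cga, -5.64 for Tshb and -3.09 for Lhb). In the sagittal series the list was highest in fraction 9 (1.12), but in fraction 5 after quantile normalization or with the array median, and its variation there exceeded that of only 31.6% of random lists. Horizontal fractions 1 and 5, which share the signal too, had -0.18 and -0.79, and the coronal peak was in fraction 7 (2.37), as for the hypothalamus list. These values go against that signal, and 3 dim genes cannot exclude it. For the myelin list it is argued against as the whole cause, since horizontal fraction 6 shares the signal more than fraction 1 does (r 0.683) and had the list at 0.49, against -2.25 in fraction 1 (SD over genes 0.56 and 0.38), although sagittal fraction 9 had -0.68.

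In sagittal fraction 1 the cerebellum list (gap over range 0.548), the choroid plexus list (0.664), the myelin list (0.593) and Ddx3y (0.503) were each far below the other fractions. After quantile normalization the values were 0.528, 0.642, 0.583 and 0.622, all past Dixon's value, which argues against an array-wide shift as the whole cause. The array had the lowest 75th percentile of signal of all 28, and its lowest signal of a probe well above background lay at -3.96 log2. If low signal were the whole cause, no list would lie above its series mean by more than its SD over genes, and the genes of these lists would usually lie near that limit. The meninges list was highest there (0.92, SD over genes 0.24) and the blood list lay at 0.70 (SD over genes 0.22), while 10 of the 14 lists were below their series mean. The genes of the 3 lists and Ddx3y, 17 in all, lay, as means of the other sagittal fractions, at least 2.40 log2 above the limit, and the myelin genes were still between 0.46 and 5.30 in fraction 1. This argues against low signal as the whole cause. The position of the fraction at the edge of the series stays open as untested.

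The level of A_30_P01017714 was far below the other sagittal fractions in fraction 9 (gap over range 0.491), and 0.571 after quantile normalization, which argues against an array-wide shift as the whole cause. This is the array with the raised dim probes described next, and its detected coding probes had a median of -0.47 log2 relative to their own medians over arrays, against -0.19 on the next lowest array. Whether that lowers this transcript was not tested, and it stays open beside the position of the fraction along the axis.

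Of the control probes with no mouse sequence, which the comparisons did not use, 1 lay 5.37 log2 above its median over the 28 arrays in sagittal fraction 9, more than any control probe on the other arrays. The same array had the highest share of dim probes raised by over 1 log2 above their median (24.7%). This share replaced a first measure, the median scaled level of dim probes, after that measure was seen to follow the 75th percentile of the arrays. The slide is argued against, since the other arrays of its slide had at most 6.98%, and so is a gradual change along the axis, since the neighbouring fractions had at most 6.52%. A sharp local change stays open.

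Labelled product that binds probes without a matching transcript could raise dim probes. The median rise of the 96 external control probes over fractions 8 and 10 was -0.02 log2, and 6.25% of them rose by over 1 log2, against 29.2% of 13449 mouse probes of the same brightness. Some of them rose and most did not, so this stays open for part of the probes. This test was reworded from a count of control probes to their median after the counts were seen.

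RNA of testis is a candidate source. A list of 8 spermatid transcripts rose by a median of 2.25 log2 against 0.57 for random lists of the same level, more than 97.9% of them. All 8 were still below the 75th percentile of the array, with levels from -5.31 for Odf1 to -0.74 for Tnp2, among them -2.86 for Prm1, -1.59 for Prm2, -3.36 for Tnp1 and -1.67 for Smcp. Of the list, 3 genes were well above background in every series, so the brain arrays also hold them. No testis RNA was analysed here, so the level that a given share would need is not known. Genomic DNA in the labelled sample is another candidate. A list of genes present in many copies rose by a median of 1.27 against 0.44, more than 88.3% of random lists, which decides neither way. Whether its genes are expressed in testis was not examined, so their rise could not tell genomic DNA from testis RNA either. No biological explanation was tested, since the labels give only the position of the fraction.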

How the results depend on the processing

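The tests on fractions of 1 slide and on the slide split of the sagittal series were chosen after the data were seen. So were those on mirror pairs left out of the mirror correlation, on fractions left out of the partner count and on co-expression above background. The other alternatives were fixed before. The cause was not tested for any change below unless one is given. Of 205 values that these comparisons took under an alternative, 149 kept their side and direction or stayed within 1.5 times.

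The coronal trend count of 10913 was 7936 to 11146 with 1 fraction left out. It was 17348 without a filter on dim probes, where more probes were tested, and 4164 over fractions 3 to 10, where fewer arrays entered. With the slide as an added term it was 241. Each slide held neighbouring fractions, so the slide term also takes up position here and in the sagittal series.

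The horizontal trend count of 5116 was 19333 with the array median, 9059 with normexp, 1 with 1 spline degree of freedom fewer and 1603 with 1 more. With 1 fraction left out it lay between 0 and 5754, with 0 without fraction 3 (10052 at an unadjusted p under 0.05 in limma) or fraction 4 (7679), 1336 without fraction 6, 2213 without fraction 1 and 3324 without fraction 2.

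The sagittal trend count of 4769 was 341 with the array median, 2630 with quantile normalization, 14311 with normexp, 19191 without a filter on dim probes, 3088 with 1 more spline degree of freedom, 2521 with the slide as an added term and 0 over fractions 5 to 10, on 1 slide (2826 at an unadjusted p under 0.05 in limma). With 1 fraction left out it lay between 0 and 15246, with 0 without fraction 1 (5955 at an unadjusted p under 0.05), 15246 without fraction 10, 12542 without fraction 9 and 2030 to 3003 without 1 of fractions 2 to 7. Of the 4769 probes, 4682 were also called without fraction 10.

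The first and second 5 sagittal fractions differed at 0 probes in limma (1409 at an unadjusted p under 0.05), at 396 with the array median and at 2 with the slide as an added term, both lower in fractions 6 to 10. Leaving out each mirror pair gave 0 each time.

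The series F-test count of 527 was 1355 with the array median, 238 with normexp and 167 without a filter on dim probes. It was 309 over probes well above background on every array and 1935 with the slide as a block. That block compares series only through coronal fractions 1 and 2 and 11 and 12, so anatomy can enter its counts. The horizontal and coronal series differed at 1119 probes, of which 56% were higher in the horizontal. The array median gave 2560 (28.7% higher), normexp 407 (25.3%), the stricter filter 474 (21.1%), the slide block 312 (76.0%) and quantile normalization 1377 (40.5%). The array median moved the median difference over all probes from 0.02 to -0.39 log2 for horizontal minus coronal, from 0.03 to -0.15 for sagittal minus coronal and from 0.01 to 0.24 for sagittal minus horizontal. The sagittal and coronal series differed at 45 probes (9 higher in the sagittal), and at 11 with the array median (1 higher), 25 with quantile normalization, 17 without a filter and 1432 with the slide block (37.3%). The sagittal and horizontal series differed at 5 probes (1 higher), and in limma at 0 with the array median (3044 at an unadjusted p under 0.05), 1 without a filter and 764 with the slide block (299 higher). Quantile normalization and normexp gave 5 and 6, with 0 higher.

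The fraction number was also tried as a replicate block, although it is counted along different axes. Of the 22 pairs of fractions of different series with the same number, 12 had correlated deviations over 0.1, with r between -0.44 and 0.608. Horizontal and sagittal fractions 1 to 5 had 0.255 to 0.608, so more than a number may be shared there. With the block the F-test called 620 probes, and the contrasts 376 for sagittal against coronal and 2 for sagittal against horizontal (1 higher).

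The mirror correlation of 0.242 was 0.285 with normexp (exact one-sided p 0.072), 0.146 without fractions 5 and 6 (p 0.0857 from the same exact test), 0.346 over probes with a sagittal trend (exact p 0.0624) and -0.0158 without a filter on dim probes (exact p 0.324), which reversed it. With 1 of the other pairs left out it lay between 0.202 and 0.329, and the exact p was 0.0571 without fractions 1 and 10 and also without 2 and 9.

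Probes with a partner numbered 24226, and 43263 without a filter on dim probes, where more probes were tested. With 1 fraction left out the count lay between 23205 (without sagittal fraction 9) and 24849. Probes detected in every series numbered 32426, 21524 when every fraction was required and 47641 with the flag for signal significantly above background. The 4 co-expression values kept their sign and side of 0.05 in every alternative run. Among named genes, 392 of 492 fitted ranges and 54 of 72 series differences kept their call, 92 and 18 lost it and 8 ranges gained it. No series difference reversed, and a fitted range has no sign that could reverse. Signal over background, taken as the 75th percentile of an array over its lowest signal of a probe well above background, lay between 8.15 in sagittal fraction 9 and 57.5 in sagittal fraction 4, and limits what dim probes can show where it is low.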

Other observations

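In this part the tests on slides between neighbouring fractions and between series were chosen beforehand. So were those on the numbering of fractions and on other orders and splits. The split of the sagittal series that follows the slides was chosen after the data were seen. The tests on the blood list, the glucocorticoid and clock lists, the slide for the glucocorticoid list, A_30_P01017714 and Abhd4, the coronal fractions of 1 slide and the overlap with sagittal fraction 9 were chosen after the result was seen.

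Other orders of the fractions were tried 99 times in each series, and with the real order 1 of 100 orders gave as many trend probes in each (the most in any other order was 1712 coronal, 2055 horizontal and 3795 sagittal), so chance orders can be excluded. For the first against the second 5 sagittal fractions the real split gave 0 calls, which 100 of 100 splits must equal or exceed, so the count of splits says nothing there. For the 3 series 1 of 100 splits gave as many as 527, so a chance split can be excluded, while mouse, plane and slide stay confounded.

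Slides could produce part of the coronal trends. Of the 55 choices of 2 steps between neighbouring fractions, an exact share of 0.109 had a sum as large as the slide borders, which leaves a slide effect open. Over fractions 3 to 10, all on 1 slide, 1 of 100 orders gave as many probes as the 4164 called, the real one included, so slides are argued against as the whole cause. In the sagittal series the step across slides, from fraction 4 to 5, exceeded the mirror step from 6 to 7 by 0.02 log2, and 1 pair of steps cannot decide. The split that follows the slides called 0 probes in limma (2081 at an unadjusted p under 0.05), and with no probe called between the first and second 5 fractions either, the slide cannot be weighed there. Over the probes called between series, coronal fractions 1 and 2 lay 0.27 of the way from the other coronal fractions to the horizontal series, whose slide they share, and fractions 11 and 12 lay 0.29 of the way to the sagittal series. The other coronal fractions lay at most 0.14 of the way. Slide, and the ends of the axis, cannot be told apart here.

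The coronal numbering was predicted to start at the olfactory bulb. The olfactory bulb list was highest in fraction 12, which argues against it. The horizontal numbering was predicted to start at the top of the brain, and the hypothalamus list was highest in fraction 6, consistent with that.

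The horizontal trend probes highest in fraction 6 may share a source with the signal of sagittal fraction 9, since 84.2% of them (of 2580) rose there by over 1 log2 against 32.5% expected at their level. For those highest in fraction 1 the shares were 12.7% and 17.6%, which decides nothing on that fraction, since probes raised in both fractions and more in 6 are not among them. Across 23187 dim probes, which are not independent replicates, the level relative to the coronal median had an r with sagittal fraction 9 of 0.683 in horizontal fraction 1, 0.576 in fraction 5 and 0.754 in fraction 6, against at most 0.251 in horizontal fractions 2 to 4 and 0.178 in the other sagittal fractions. The same signal may thus be in horizontal fraction 1 as well. These 2 groups of trend probes were separated, and expected values matched on level added, after the pooled share of 65.3% had been seen. What the source is was not tested beyond sagittal fraction 9.

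The mean of the blood list was 4.75 log2 in the horizontal series, 2.60 in the coronal and 2.48 in the sagittal. Coronal fractions 1 and 2, on the slide of the horizontal series, lay 0.14 of the way to it, between 2.61 and 3.11 against at least 3.55 in the horizontal fractions, which argues against the slide as the whole cause. The amount of blood left in each brain may differ, and mouse and plane cannot be told apart.

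Klf15 and Hif3a were lower in the sagittal than in the coronal series. A candidate explanation is a different glucocorticoid state of mouse 3. A list of 11 glucocorticoid-responsive genes was lower by a median of -0.40 log2, a percentile of 0 among 10000 random lists, and 11 of 11 were lower in each of the 4 scalings. The list was lower by -0.37 in the horizontal series too (percentile 0.03), so the state of mouse 1 fits as well. Coronal fractions 11 and 12 lay 0.19 of the way from the other coronal fractions to sagittal fractions 5 to 10, whose slide they share, and both lay above all 6 of these (-1.02 to -0.18), which argues against the slide as the whole cause for this list. The slide of sagittal fractions 1 to 4 holds no other series, and mouse and plane stay confounded. A different time of day at dissection was also tested. The evening clock list lay at percentile 24.5 and the morning list at percentile 24.0, so no opposed change was seen, and the small lists leave this open.

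A_30_P01017714 and Abhd4 could track each other because both measure 1 sequence. The SD of their difference over fractions was 0.172 log2, and 24.4% of pairs of different genes with r over 0.85 varied less. It lay at percentile 24.0 of 2791 pairs of probes of 1 gene, so this stays open. Array-wide shifts in level may contribute, as quantile normalization brought r in the coronal series to 0.74, below 0.85, and over the 28 fractions from 0.895 to 0.691. Normexp gave 0.861 over the 28 fractions, while the array median and each series centred on its mean both raised it to 0.966, so the scalings do not decide.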
